A study of Mus musculus with 18 samples. Its data were reported in "Endoglin integrates BMP and Wnt signalling to induce haematopoiesis through JDP2" (2016).

How the data were processed

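RNA was sequenced from reaggregated embryoid body cells of the mouse GFP-Bry ES cell line in 6 groups of 3 libraries: unsorted, E+F+ and E+F− cells, each cultured for 24 h with DMSO or with 10 µM IWR-1. The groups and the Set numbers come from the sample labels. The study describes the libraries of a group as independent biological samples, and the p-values given here rest on the spread between those libraries. E−F+ cells were not analysed here.

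The libraries were made with the TruSeq RNA kit, version 2, and sequenced as single reads. That kit does not mark the strand, so reads of a gene and of an overlapping or antisense partner cannot be told apart. According to the submitters' processing notes and the study's methods, reads were processed with CASAVA 1.8.2, aligned with Bowtie 0.12.9 to mouse transcripts (build mm10) and quantified with RSEM 1.2.3. RSEM divides reads shared by near-identical genes by a model, so values of paralogs such as the α-globins Hba-a1 and Hba-a2, of the β-globins and of the predicted genes Gm21002 and Gm15284 are uncertain. The authors deposited RSEM expected counts per gene, not normalised, and a second table of TPM per gene, in which the values of each library sum to 1000000 up to rounding. The table of expected counts held 20321 rows and that of TPM 20308. The 13 rows found only among the expected counts carry Ensembl identifiers of mitochondrial genes in place of symbols and held 1.32% to 3.32% of a library's counts. The number of genes stated in the labels differs from the number of rows, and all rows were used. No replicate pair was a duplicate: the chi-square per degree of freedom between libraries of a group, over genes with a count of at least 20, was 15.6 to 84.2, far above sampling noise.

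Summed expected counts were 22958299, 26649631 and 21831637 in the unsorted DMSO libraries (Sets 1, 2 and 3) and 23252274, 26626054 and 22899207 in unsorted IWR-1. They were 22727511, 26004119 and 26087817 in E+F+ DMSO, 22757576, 25000159 and 22582928 in E+F+ IWR-1, 21001881, 26478754 and 19725500 in E+F− DMSO, and 24087025, 24639562 and 20834769 in E+F− IWR-1. At these depths, counting error is small beside the spread between libraries for all but the lowest genes. Genes listed at 0 in every library of a group are given as levels, without a fold change.

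Expected counts were rounded to whole numbers and tested with edgeR 4.0.16 (R 4.3.3): TMM normalisation (factors 0.949 to 1.08), filterByExpr by group, which left 13826 genes, and the quasi-likelihood test (glmQLFit, glmQLFTest) with 1 coefficient per group over all 18 libraries, so that the groups shared an estimate of the spread. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. No replicate term was used, as in the study's methods. The study used EBSeq, which was not used here. There were 7 comparisons between groups and 3 tests of the difference between IWR-1 effects in different populations. Principal components were computed from log2 CPM (counts scaled by library size) with a prior count of 2. TPM values served for levels (mean and SD over 3 libraries). Gene coordinates are those of the GENCODE annotation, release M21, of GRCm38, the assembly of mm10, matched by symbol, and span the whole gene.

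Before the data were examined, 20 gene lists were fixed: haematopoietic transcription factors, erythroid genes, haematopoietic surface and signalling genes, endothelial genes, cardiac transcription factors, cardiac contractile and hormone genes, primitive streak genes, paraxial mesoderm genes, canonical Wnt feedback and target genes, BMP and Smad1 target genes, Notch target genes, Hox genes, pluripotency genes, endoderm genes, neuroectoderm genes, mesenchymal and smooth muscle genes, hypoxia response genes, proliferation genes, immediate early and stress genes, and AP-1 family genes. T and Sp5 stand in both the primitive streak and the Wnt list, and some other genes are shared too. Each list was tested with camera (limma 3.58.1) at a preset correlation of 0.01 between genes, and again with the correlation estimated from the data, with Benjamini-Hochberg adjustment over the lists of a comparison. fry was run as an alternative. It tests whether the genes of a list move, without comparing them to other genes.

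The rule for the genes named was also fixed before the data were examined. In the 4 main comparisons (E+F+ against E+F− under DMSO, and IWR-1 against DMSO in each population) it takes the genes named in the study's text, the 8 genes higher and the 8 lower with the largest difference among called genes with at least 10 CPM in the higher group and no overlap between groups, and up to 4 genes per list with the smallest adjusted p. In other comparisons it takes the genes of the study's text and up to 2 per list, and for differences of effects up to 5 called genes. Etv2, Flt4, Robo4, Spn, Bcl11a, Hba-x, Hbb-bh1, Mvk, Mvd and a few genes in counts of 5 or fewer were named after their values were seen, where the rule had not taken them. A few results that the rule takes are not reported here.

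Whether the Set numbers pair the libraries was checked before any blocked result was looked at, as the correlation across genes of the deviations of same-numbered libraries from their group means, with more than 0.1 in all 3 Sets taken as pairing. For IWR-1 against DMSO it was 0.34, 0.523 and 0.516 in E+F+ (Sets 1, 2 and 3), 0.345, 0.466 and 0.752 in E+F−, and 0.718, 0.636 and 0.741 in unsorted cells. For E+F+ against E+F− under IWR-1 it was 0.19, 0.24 and 0.291, and for E+F+ against unsorted cells 0.100, 0.285 and 0.367. In these comparisons the numbers were taken to pair the libraries, and values with the Sets as a block are given for genes reported in that comparison where they change the call.

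Alternatives planned before the data were examined were DESeq2's size factors, no filter on low counts, counts not rounded, the DESeq2 1.42.0 Wald test, limma on log2(TPM + 1) and log2(TPM + 0.1) of genes with at least 1 TPM in 3 libraries and on log2(TPM + 1) without a filter, the 2 groups compared alone, the Sets as a block, a fold change of at least 2, the study's filter of 16 TPM with a fold change of 2, and leaving out each library in turn. A block for each population and Set, and leaving out the Set 3 libraries, were added after the data had been seen. The Sets as a block assume a Set shift shared by all populations. A block for each population and Set lets that shift differ, and so pairs IWR-1 with DMSO within each population. The tests were first run on simulated counts drawn from the means and library sizes of this experiment, with 200 genes changed by known amounts. These were drawn from genes outside the lists and above a minimum level, and the Wnt list genes were lowered 2-fold besides. Among the 200 genes, 53% to 93% of the 2-fold changes were called and 86% to 100% of the 4-fold changes, depending on the block and on simulated Set effects. Figures were drawn with matplotlib 3.10.9 (Python 3.11.15, pandas 2.3.3).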

Results

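The data describe mouse embryonic stem (ES) cells on their way to blood and heart. GFP-Bry ES cells, which carry green fluorescent protein at the Brachyury locus and so report mesoderm, were grown as embryoid bodies, dissociated, and sorted by 2 surface proteins. Endoglin (E, encoded by Eng) is a co-receptor of the transforming growth factor β family, and Flk-1 (F, encoded by Kdr) is a receptor of vascular endothelial growth factor. Unsorted cells, E+F+ cells and E+F− cells were reaggregated for 24 h with 10 µM IWR-1, a small molecule that stabilises Axin and so inhibits canonical Wnt signalling, or with its solvent DMSO, and their RNA was sequenced. The 18 libraries form 6 groups of 3, and the 3 libraries of each group are numbered Set 1 to Set 3. Summed expected counts per library ranged from 19725500 (E+F− DMSO, Set 3) to 26649631 (unsorted DMSO, Set 2). Principal component 1 held 48.7% of the variance and placed all 6 E+F+ libraries at one end, all 6 E+F− libraries at the other and the unsorted libraries between them. Principal component 2 held 17.3%, and in each group the Set 3 library had the lowest value on it. In E+F− cells these values were -22.07 (DMSO) and -45.87 (IWR-1), against 40.19 to 47.59 in Sets 1 and 2. Of 20321 genes listed, 13826 passed the filter on low counts and were tested. Levels are given as TPM, a length-corrected share of a library's transcripts (mean ± SD, n = 3 libraries). Differences are log2 fold changes ± SE, with adjusted p-values from the quasi-likelihood test of edgeR and Benjamini-Hochberg adjustment.

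The first comparison asked which genes set the E+F+ reaggregates, the fraction rich in blood-forming cells, apart from the E+F− reaggregates, the fraction the study examined for heart formation. Under DMSO the genes of blood formation were far higher in E+F+ cells. Gata1 (chromosome X, 7959260 to 7978071, minus strand, GRCm38), the master regulator of red cell and megakaryocyte development, stood at 55.9 ± 32.4 TPM in E+F+ and 1.19 ± 0.92 TPM in E+F− cells, a log2 difference of 5.74 ± 0.99 (edgeR adjusted p = 0.000799). Klf1, the erythroid Krüppel-like factor, was higher by 5.68 ± 1.22 (edgeR adjusted p = 0.00336) and the repressor Gfi1b by 5.52 ± 0.94 (edgeR adjusted p = 0.000733). Tal1, which with Gata2 forms part of the core network of blood progenitors, reached 59.5 ± 30.0 TPM against 9.08 ± 6.17 TPM (2.81 ± 0.59, edgeR adjusted p = 0.00303). Gata2 was at 40.8 ± 15.2 TPM against 14.3 ± 2.35 TPM (1.63 ± 0.34, edgeR adjusted p = 0.00276). Of 17 haematopoietic transcription factors tested, 15 were higher, 1 (Bcl11a, a repressor of embryonic globins) was lower and 1 did not pass. Adjusted over the list alone, 16 were higher and 1 was lower, and the median log2 difference was 3.47. As a set they lay above other genes (camera adjusted p = 3.4e-10; adjusted p = 0.22 with an estimated correlation).

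Jdp2 (chromosome 12, 85599027 to 85639878, plus strand), a repressor of the AP-1 family and the gene at the centre of the study, was at 53.8 ± 7.01 TPM in E+F+ and 9.67 ± 3.33 TPM in E+F− cells (log2 difference 2.58 ± 0.53, edgeR adjusted p = 0.00252). Of the 11 AP-1 family genes tested it was the only one that was higher, and Fos, the prototype of the family, was lower by -1.09. Adjusted over the list alone, Jdp2 was higher and none was lower, and the list as a set did not pass (camera adjusted p = 0.965). Epas1 (chromosome 17, 86753700 to 86833410, plus strand), which encodes the hypoxia-inducible factor HIF-2α, was at 18.7 ± 2.11 TPM against 1.16 ± 0.76 TPM (4.19 ± 0.66, edgeR adjusted p = 0.000435). Hypoxia response genes moved the same way: 8 of 14 were higher and none lower, and 10 were higher when adjusted over the list alone (camera adjusted p = 4.9e-06; adjusted p = 0.293 with an estimated correlation). Among them Slc2a1, the glucose transporter of red cell precursors, reached 2475 ± 593 TPM in E+F+ and 296 ± 203 TPM in E+F− cells (3.22 ± 0.49, edgeR adjusted p = 0.000311), and Vegfa 74.7 ± 8.55 TPM against 18 ± 8.18 TPM.

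Erythroid genes followed. Alas2, the erythroid enzyme that starts haem synthesis, was at 58.7 ± 21.6 TPM in E+F+ cells and higher by 5.82 ± 1.14 (edgeR adjusted p = 0.00184). Of 26 erythroid genes, 13 were higher, none was lower and 13 did not pass. Adjusted over the list alone, 18 were higher (median log2 difference 2.87, camera adjusted p = 1.96e-08; adjusted p = 0.293 with an estimated correlation). The embryonic globins did not pass in the main edgeR test, and their levels differed between Sets. Hba-x was at 205, 72.3 and 1091 TPM in the E+F+ DMSO libraries of Sets 1, 2 and 3, and at 0.11, 2.47 and 62.3 TPM in the E+F− libraries (log2 difference 4.65 ± 2.34, edgeR adjusted p = 0.157). Hbb-bh1 was at 1159, 538 and 2981 TPM against 1.3, 5.71 and 86.8 TPM (5.88 ± 2.14, edgeR adjusted p = 0.0543). Over 16 alternatives the adjusted p ranged from 0.000139 to 0.418 for Hba-x and from 5.19e-05 to 0.15 for Hbb-bh1. Hba-x passed in 3 of them and Hbb-bh1 in 8. Without the Set 3 libraries both passed (Hba-x 6.68, adjusted p = 0.000519, and Hbb-bh1 7.90, adjusted p = 0.000244), and Hbb-bh1 also without E+F− DMSO Set 3 alone (0.0426). The unsorted Set 3 library had 774 TPM of Hba-x, against 16.4 and 13.2 TPM in Sets 1 and 2. Other genes with very large differences were Tdo2, which encodes a tryptophan-degrading enzyme (31.7 ± 3.94 TPM against 0.15 TPM, 7.91 ± 1.42, edgeR adjusted p = 0.00105) and Art4, which encodes a red cell surface ADP-ribosyltransferase (6.44 ± 1.25, edgeR adjusted p = 0.00174). Slc32a1, which encodes a vesicular transporter of inhibitory neurotransmitters, was at 61.7 ± 29.8 TPM against 1.16 ± 1.06 TPM. Of 14 haematopoietic surface and signalling genes, 5 were higher, 1 was lower and 8 did not pass, with 8 higher and 1 lower when adjusted over the list alone (camera adjusted p = 0.0471; adjusted p = 0.65 with an estimated correlation). Itga2b, which encodes the early blood marker CD41, was at 23.7 ± 9.24 TPM against 2.56 TPM, and Spn, which encodes the sialoglycoprotein CD43, was the lower member.

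Endothelial genes were split. Flt1, a decoy receptor for vascular endothelial growth factor, was higher by 4.22 ± 0.52 (27.6 ± 9.33 TPM against 1.65 TPM, edgeR adjusted p = 7.13e-05). Pecam1, an adhesion molecule of endothelium, was higher by 3.91 (15.1 ± 2.8 TPM against 1.12 TPM, edgeR adjusted p = 0.00113). Of 26 tested, 13 were higher, 4 were lower and 9 did not pass, with 15 higher and 4 lower when adjusted over the list alone (camera adjusted p = 2.05e-05; adjusted p = 0.293 with an estimated correlation). The lower genes were Kdr, its relative Flt4, the guidance receptor Robo4 and Etv2, a transient factor that commits mesoderm to blood and endothelium. Kdr (chromosome 5, 75932827 to 75978458, minus strand) is the gene of the receptor on which the fractions had been divided. After reaggregation it was at 11 ± 2.94 TPM in E+F+ and 46.0 ± 26.1 TPM in E+F− cells (-1.97 ± 0.59, edgeR adjusted p = 0.0235). That call was lost without E+F+ DMSO Set 1 (adjusted p = 0.0624), without E+F+ DMSO Set 3 (0.0925) and without E+F− DMSO Set 2 (0.122). Eng (chromosome 2, 32646595 to 32682669, plus strand) was at 5.64 ± 1.64 TPM and 5.52 ± 2.55 TPM, with no detectable difference (0.16 ± 0.45, edgeR adjusted p = 0.83). Its sign turned without E+F+ DMSO Set 3 (-0.11) and without E+F− DMSO Set 1 (-0.16).

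Among the genes lower in E+F+ cells were members of the primitive streak, paraxial mesoderm, Wnt and pluripotency lists. T (Brachyury, chromosome 17, 8434423 to 8442496, plus strand), the gene that carries the reporter, was at 0.17 ± 0.04 TPM in E+F+ and 316 ± 154 TPM in E+F− cells (-10.68 ± 1.13, edgeR adjusted p = 2.8e-05). Of 15 primitive streak genes 14 were lower and none was higher, with the same numbers when adjusted over the list alone (camera adjusted p = 2.51e-14; adjusted p = 0.114 with an estimated correlation). Of 14 paraxial mesoderm genes, 11 were lower and none was higher, again unaltered when adjusted over the list alone (camera adjusted p = 6.07e-10; adjusted p = 0.0691 with an estimated correlation). Msgn1, a regulator of presomitic mesoderm, was at 0 TPM in all 3 E+F+ libraries and at 177 ± 128 TPM in E+F− cells, and Wnt3a at 0 TPM against 11.5 ± 6.68 TPM. The canonical Wnt feedback and target genes were lower in 16 of 19 cases and higher in none, with 17 lower and 1 higher when adjusted over the list alone (camera adjusted p = 1.18e-13). This list passed with an estimated correlation too (adjusted p = 0.00648). Lef1, a nuclear partner of β-catenin, was lower by -2.74 ± 0.28 (10.1 ± 2.06 TPM against 75.1 ± 0.39 TPM, edgeR adjusted p = 2.56e-05). Axin2, a feedback inhibitor and standard readout of the pathway, was lower by -2.28 ± 0.24 (12.8 ± 0.43 TPM against 68.2 ± 11.1 TPM, edgeR adjusted p = 2.59e-05). Cdx1 was at 0 TPM against 6.15 ± 2.76 TPM. Pluripotency genes were lower in 11 of 18 cases and higher in none, with 13 lower when adjusted over the list alone (camera adjusted p = 3.31e-05; adjusted p = 0.293 with an estimated correlation). Pou5f1, which encodes Oct4, was at 12.8 ± 6.06 TPM against 191 ± 123 TPM (-3.75 ± 0.71, edgeR adjusted p = 0.00148). Among the lowest genes in E+F+ cells were also Gbx2 (-8.99, edgeR adjusted p = 1.11e-05) and 2 predicted genes, Gm15284 (0.28 ± 0.24 TPM against 216 ± 104 TPM) and Gm21002 (0 TPM against 84.5 ± 51.0 TPM).

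Cardiac genes went both ways. Mesp1 (chromosome 7, 79792241 to 79793788, minus strand), which marks the earliest cardiovascular mesoderm, was at 0.27 ± 0.11 TPM in E+F+ and 209 ± 9.43 TPM in E+F− cells (-9.42 ± 1.29, edgeR adjusted p = 0.000157). Isl1 (chromosome 13, 116298281 to 116309689, minus strand), a marker of cardiac progenitors, was at 0.41 ± 0.11 TPM against 12.8 ± 4.38 TPM (-4.83 ± 0.47, edgeR adjusted p = 1.93e-05). Tnni3, a cardiac troponin, was lower by -2.55 ± 0.61 (edgeR adjusted p = 0.00685), whereas Tnnt2, another troponin, was higher by 3.51 ± 0.63 (11.5 ± 3.71 TPM against 1.14 TPM, edgeR adjusted p = 0.00108). Of 15 cardiac transcription factors, 5 were higher, 4 were lower and 6 did not pass, with 6 higher and 4 lower when adjusted over the list alone. Their median difference was positive (0.39) and their mean negative (-0.68), and the set did not pass (camera adjusted p = 0.723). Gata4 was at 22.9 ± 3.22 TPM against 90.9 ± 22.7 TPM (-1.89 ± 0.62, edgeR adjusted p = 0.0355). Its call was lost without any of the E+F+ DMSO libraries (adjusted p = 0.0932, 0.073 and 0.11 without Sets 1, 2 and 3) and without E+F− DMSO Set 1 (0.0746) or Set 2 (0.097). Nkx2-5, Tbx5 and Hand2, later factors of heart formation, did not pass. Contractile and hormone genes of the heart were mixed as well, with 3 of 15 higher and 4 lower, also when adjusted over the list alone (camera adjusted p = 0.723).

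Targets of the bone morphogenetic protein (BMP) pathway did not move together. Id1, the classical Smad1 target, was at 102 ± 14.6 TPM in E+F+ and 478 ± 134 TPM in E+F− cells (-2.10 ± 0.25, edgeR adjusted p = 6.49e-05). Smad1 was at 17.8 ± 2.91 TPM against 66.2 ± 5.35 TPM (-1.78 ± 0.42, edgeR adjusted p = 0.00631). The inhibitory Smad6 and Smad7 were higher and Id1 and Id4 lower, which left 10 of the 14 BMP and Smad1 target genes without a call, and 2 were higher and 2 lower when adjusted over the list alone (camera adjusted p = 0.64). Id2, Id3 and Pdgfra did not pass. In the Notch list, 1 of 10 genes was higher and 4 were lower, with 2 and 5 when adjusted over the list alone (camera adjusted p = 0.0482; adjusted p = 0.293 with an estimated correlation). The effector Hey2 was higher by 2.06, and the receptor Notch1 and the ligand Jag1 were lower by -2.14 and -3.80. Snai2, a driver of mesenchymal transition, was higher by 4.50 ± 0.80 (68.2 ± 8.18 TPM against 3.36 TPM, edgeR adjusted p = 0.000995). Its list of mesenchymal and smooth muscle genes had 3 higher and 1 lower of 11, and 5 and 1 when adjusted over the list alone (camera adjusted p = 0.113). The lists of Hox genes (29 tested, 3 higher, 5 lower, the same when adjusted over the list alone, camera adjusted p = 0.327) and endoderm genes (14, 1 higher, 4 lower, the same when adjusted over the list alone, camera adjusted p = 0.286) did not pass as sets. Nor did neuroectoderm genes (4, none higher, 1 lower, all 4 lower when adjusted over the list alone, camera adjusted p = 0.085) or proliferation genes (16, 4 higher, none lower, the same when adjusted over the list alone, camera adjusted p = 0.183). Immediate early and stress genes did not pass either (16, 2 higher, 5 lower, 2 and 7 when adjusted over the list alone, camera adjusted p = 0.498). The median and the mean of the endoderm list differed in sign.

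Across all genes, 3681 of the 13826 tested (26.6%) differed between E+F+ and E+F− cells under DMSO by the edgeR test, 1770 higher and 1911 lower in E+F+, and 2038 of them by at least 2-fold. The share of higher genes among the calls was 48.1%, and it was 34.1% when the TPM values were tested on the log2(TPM + 1) scale.

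**Figure D1:**
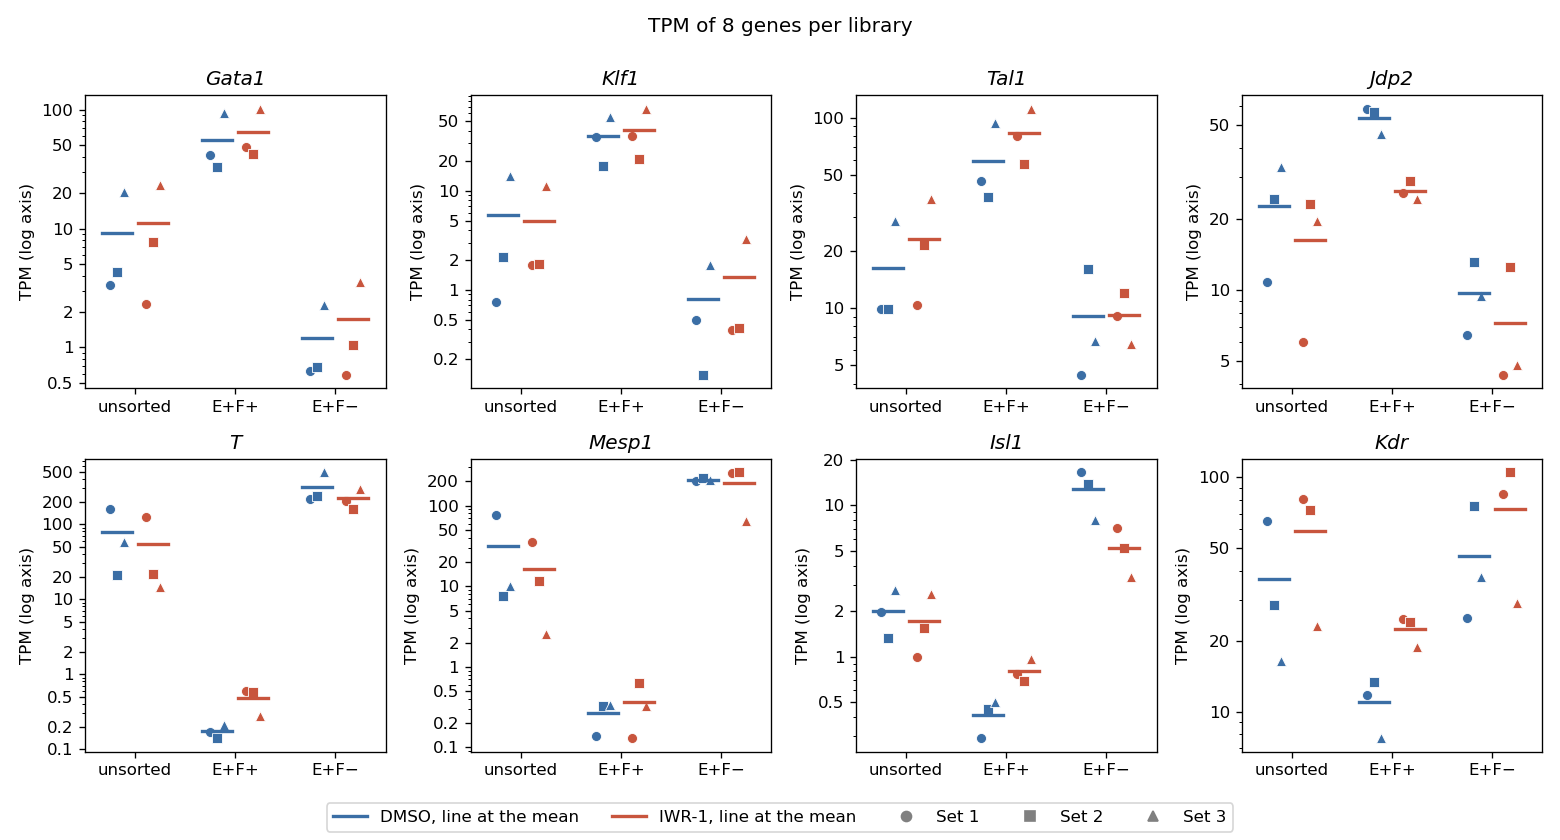
TPM of 8 genes in each of the 18 libraries on a log axis, by population and treatment (DMSO blue, IWR-1 red), with a marker shape per Set and a line at each group's mean. Gata1, Klf1, Tal1 and Jdp2 stood highest in E+F+ cells, whereas T, Mesp1 and Isl1 stood highest in E+F− cells, and Kdr was at 11 TPM in E+F+ and 46.0 TPM in E+F− cells under DMSO.

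The same populations were then compared under IWR-1, to see which differences stood with Wnt signalling inhibited. Gata1 was at 64.3 ± 33.0 TPM in E+F+ and 1.73 TPM in E+F− cells (5.29 ± 0.95, edgeR adjusted p = 0.00139), and Gata2 at 37.2 ± 6.32 TPM against 6.12 ± 0.25 TPM (2.61 ± 0.35, edgeR adjusted p = 0.000226). Epas1 was higher by 4.37 ± 0.69 (edgeR adjusted p = 0.000617) and Lmo2, a bridging partner of Tal1, by 2.58 ± 0.31 (edgeR adjusted p = 0.000129). Jdp2 was at 26.3 ± 2.35 TPM against 7.22 ± 4.55 TPM (1.85 ± 0.52, edgeR adjusted p = 0.0189). Its call was lost without E+F+ IWR-1 Set 2 (adjusted p = 0.0514), E+F− IWR-1 Set 1 (0.0793) or E+F− IWR-1 Set 3 (0.0632), and without all Set 3 libraries (0.121). Haematopoietic transcription factors were again higher in 15 of 17 cases and lower in 1, also when adjusted over the list alone (camera adjusted p = 1.15e-13; adjusted p = 0.106 with an estimated correlation, and 0.00885 with the Sets as a block). Erythroid genes were higher in 12 of 26 and lower in none (18 higher adjusted over the list alone, camera adjusted p = 3.47e-11; adjusted p = 0.257 with an estimated correlation, 0.00885 with the block). The Set 3 globins again stood apart, with Hba-x at 203, 157 and 2442 TPM in E+F+ Sets 1, 2 and 3. T was lower by -8.79, Lef1 by -2.83 and Mesp1 by -9.02. All 15 primitive streak genes were lower (15 adjusted over the list alone, camera adjusted p = 1.68e-15; adjusted p = 0.0823 with an estimated correlation), as were 12 of 14 paraxial mesoderm genes (14 adjusted over the list alone, camera adjusted p = 5.86e-12; adjusted p = 0.0759 with an estimated correlation).

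Under IWR-1 the populations also differed in BMP genes. Bmp4, a ligand that drives mesoderm and blood formation in embryoid bodies, was at 84.7 ± 15.2 TPM in E+F+ and 16.2 ± 1.57 TPM in E+F− cells (2.4 ± 0.25, edgeR adjusted p = 4.77e-05). The DMSO libraries had 144 ± 26.6 and 127 ± 25.8 TPM. BMP and Smad1 target genes were higher in 5 of 14 cases and lower in 1, also when adjusted over the list alone (camera adjusted p = 0.00353; adjusted p = 0.345 with an estimated correlation). Id1 was lower in E+F+ cells (-1.40). Endothelial genes were higher in 16 of 26 cases and lower in 3, also when adjusted over the list alone (camera adjusted p = 1.72e-06; adjusted p = 0.298 with an estimated correlation). Kdr was again lower in E+F+ cells (22.6 ± 3.22 TPM against 73.2 ± 39.5 TPM, -1.72 ± 0.59, edgeR adjusted p = 0.0457). This call was lost without E+F+ IWR-1 Set 1 (adjusted p = 0.101), Set 2 (0.0932) or Set 3 (0.14) and without E+F− IWR-1 Set 1 (0.101) or Set 2 (0.164). Wnt genes were lower in 11 of 19 cases and higher in 1 (12 and 2 adjusted over the list alone, camera adjusted p = 1.53e-06; adjusted p = 0.0759 with an estimated correlation), and Pou5f1 was at 10.6 TPM against 454 ± 324 TPM. Pluripotency genes were lower in 15 of 18 cases (15 adjusted over the list alone, camera adjusted p = 1.63e-08; adjusted p = 0.199 with an estimated correlation). In all, 3111 genes (22.5%) differed, 1434 higher and 1677 lower in E+F+ cells. Without E+F+ IWR-1 Set 3 the count was 2021.

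Unsorted reaggregates hold both fractions and other cells, and served as the reference for each. The sorted fractions had also been gated for GFP, so differences from unsorted cells cannot be assigned to Eng and Flk-1 alone. Against unsorted cells, the called genes that differed by at least 2-fold in E+F+ cells under DMSO were mostly lower (149 higher and 600 lower). T was at 0.17 TPM against 79.2 ± 71.7 TPM (-8.69, edgeR adjusted p = 0.00137), and Nanog, a pluripotency factor, at 1.8 TPM against 24.8 ± 10.7 TPM (-3.66 ± 0.67, edgeR adjusted p = 0.00625). Mesp1 was lower by -6.67 (edgeR adjusted p = 0.00733), and Id1 by -1.52 ± 0.25 (edgeR adjusted p = 0.00359). Of 15 primitive streak genes, 12 were lower (14 adjusted over the list alone, camera adjusted p = 1.39e-16; adjusted p = 0.117 with an estimated correlation). Of 19 Wnt genes, 11 were lower (15 adjusted over the list alone, camera adjusted p = 1.6e-13; adjusted p = 0.00901 with an estimated correlation). Pluripotency genes were lower in 11 of 18 cases (15 adjusted over the list alone, camera adjusted p = 6.69e-12; adjusted p = 0.117 with an estimated correlation). Endoderm genes, led by Trh (-5.78), were lower in 6 of 14 cases (8 adjusted over the list alone, camera adjusted p = 7.57e-09; adjusted p = 0.117 with an estimated correlation).

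On the higher side, Lmo2 was up by 1.44 ± 0.30 (edgeR adjusted p = 0.0103), and Cpox, an enzyme of haem synthesis, by 1.27 (edgeR adjusted p = 0.00912). The call of Lmo2 was lost without unsorted DMSO Set 1 (adjusted p = 0.0542). Gata1 was higher by 2.73 ± 0.82 (55.9 TPM against 9.25 ± 9.41 TPM, edgeR adjusted p = 0.0467). The call was lost without unsorted DMSO Set 1 (adjusted p = 0.162) or Set 2 (0.138) and without E+F+ DMSO Set 1 (0.083), Set 2 (0.0686) or Set 3 (0.151). Haematopoietic transcription factors were higher in 6 of 17 cases and lower in 1 (12 and 1 adjusted over the list alone, camera adjusted p = 2.58e-07; adjusted p = 0.207 with an estimated correlation, 0.0272 with the Sets as a block). Erythroid genes were higher in 7 of 26 (10 adjusted over the list alone, camera adjusted p = 5.26e-06; adjusted p = 0.391 with an estimated correlation, 0.0272 with the block). Hba-x of Set 3 was at 1091 TPM in E+F+ and 774 TPM in unsorted cells. Hypoxia genes were higher in 2 of 14 (7 adjusted over the list alone, camera adjusted p = 2.21e-06; adjusted p = 0.261 with an estimated correlation). Jdp2 (1.34 ± 0.50, edgeR adjusted p = 0.101), Klf1 (2.79 ± 1.01, 0.0897), Epas1 (1.13 ± 0.58, 0.223) and Kdr (-1.64 ± 0.59, 0.0861) did not pass, but with the Sets as a block their edgeR adjusted p-values were 0.0179, 0.000854, 0.0147 and 0.0176. Those were the lowest of their alternatives, and the highest were 0.303, 0.238, 0.51 and 0.359. Altogether 1459 genes (10.6%) differed, 650 higher and 809 lower, and 2806 with the block, 1367 higher and 1439 lower. The share of higher genes was 44.6%, against 30.4% on the log2(TPM + 1) scale. The count was 408 without unsorted DMSO Set 1, 865 without unsorted DMSO Set 2, and 455, 594 and 688 without E+F+ DMSO Sets 1, 2 and 3.

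E+F− cells were compared with unsorted cells in the same way. Isl1 was at 12.8 TPM in E+F− and 2.02 TPM in unsorted cells (2.68 ± 0.41, edgeR adjusted p = 0.00198). The Notch ligand Dll1 and the segmentation clock gene Hes7, both of the paraxial list, were higher by 4.10 (edgeR adjusted p = 0.00198) and 4.35 (edgeR adjusted p = 0.00168). Of 14 paraxial mesoderm genes 8 were higher and 1 was lower (9 and 1 adjusted over the list alone, camera adjusted p = 8.99e-08; adjusted p = 0.184 with an estimated correlation). Hoxb1, the most 3′ gene of its cluster, was at 88.8 ± 42.2 TPM against 2.41 TPM (5.20 ± 0.95, edgeR adjusted p = 0.00504). Lef1 was higher (1.58, edgeR adjusted p = 0.0037), with 3 Wnt genes higher and 1 lower of 19 (6 and 2 adjusted over the list alone, camera adjusted p = 0.000732; adjusted p = 0.311 with an estimated correlation). Primitive streak genes were higher in 3 of 15 cases (5 adjusted over the list alone, camera adjusted p = 0.000732; adjusted p = 0.571 with an estimated correlation). Flt1 was lower by -2.81 (edgeR adjusted p = 0.00426), with 7 of 26 endothelial genes lower (10 adjusted over the list alone, camera adjusted p = 1.75e-05; adjusted p = 0.571 with an estimated correlation). In the same way 5 of 17 haematopoietic transcription factors were lower (10 adjusted over the list alone, camera adjusted p = 7.78e-05; adjusted p = 0.571 with an estimated correlation). Endoderm genes were lower in 3 of 14 cases (7 adjusted over the list alone, camera adjusted p = 0.000143; adjusted p = 0.524 with an estimated correlation), as in E+F+ cells. Gata1 did not pass (-3.01 ± 0.93, edgeR adjusted p = 0.0539, and 0.000768 to 0.258 over its alternatives). It passed in 4 of 16, among them without unsorted DMSO Set 1 (adjusted p = 0.0392) and without the Set 3 libraries (0.0183).

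Mesp1 was at 209 TPM in E+F− and 31.4 ± 39.3 TPM in unsorted cells (2.76 ± 0.83, edgeR adjusted p = 0.0494). The call was lost without unsorted DMSO Set 2 (adjusted p = 0.167) or Set 3 (0.144) and without E+F− DMSO Set 1 (0.104), Set 2 (0.116) or Set 3 (0.0646). Epas1 was lower by -3.06 (edgeR adjusted p = 0.00934; 0.0504 without E+F− DMSO Set 1). Altogether 1311 genes (9.48%) differed, 631 higher and 680 lower. The count was 404 without unsorted DMSO Set 2, 734 without unsorted DMSO Set 3, and 501 and 538 without E+F− DMSO Sets 1 and 2.

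**Figure D2:**
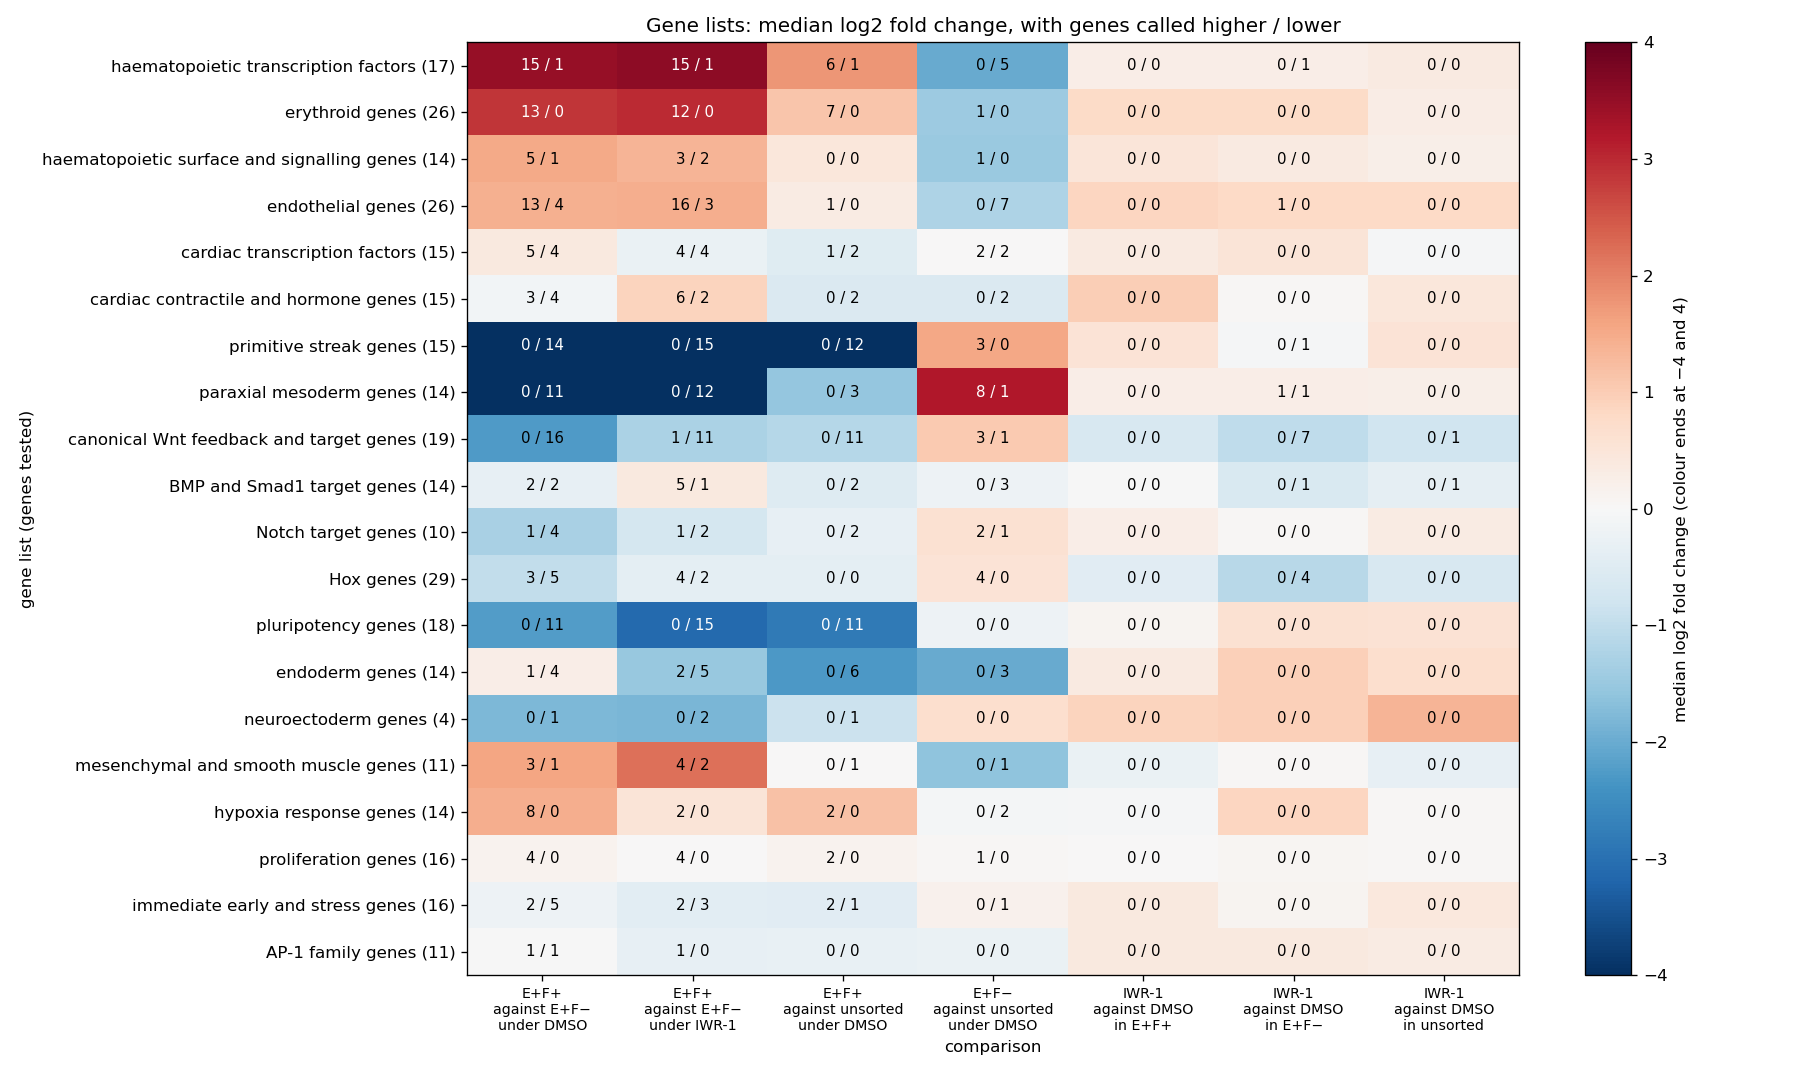
Median log2 fold change of 20 gene lists (rows) in 7 comparisons (columns), drawn as colour between -4 and 4, with the number of genes higher / lower in each cell. By camera with the preset correlation, haematopoietic, erythroid and hypoxia lists were higher in E+F+ than in E+F− cells under DMSO, and primitive streak, paraxial mesoderm, Wnt and pluripotency lists were lower. With an estimated correlation the Wnt list alone passed.

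The next comparisons asked what IWR-1 did within each population. In E+F− cells Bmp4 and the Wnt target Dkk1 had the smallest adjusted p-values. Bmp4 (chromosome 14, 46383520 to 46390669, minus strand) fell from 127 ± 25.8 to 16.2 ± 1.57 TPM (-2.88 ± 0.25, edgeR adjusted p = 9.39e-05). Dkk1, a secreted Wnt antagonist induced by the pathway, fell from 55.0 ± 8.84 to 5 ± 0.87 TPM (-3.37 ± 0.35, edgeR adjusted p = 0.000524). Tnfrsf19, a receptor of the tumour necrosis factor family and a Wnt target, fell from 70.6 ± 13.2 to 7.93 TPM (-3.05 ± 0.34, edgeR adjusted p = 0.000577), and Axin2 from 68.2 ± 11.1 to 20.02 ± 3.16 TPM (-1.67 ± 0.23, edgeR adjusted p = 0.00285). Of 19 Wnt genes, 7 fell and none rose (10 fell adjusted over the list alone, 10 with the Sets as a block), and 18 had a negative value (median -1.02, camera adjusted p = 2.29e-36). The list passed with an estimated correlation (adjusted p = 5.69e-05). The ligand Wnt6 fell from 15.03 ± 7.01 to 0.73 TPM (-4.26 ± 0.51, edgeR adjusted p = 0.000707), and Gbx2 from 26.3 ± 8.28 to 1.42 ± 0.77 TPM (-4.10, edgeR adjusted p = 0.00285). BMP and Smad1 target genes had negative values in 14 of 14 cases, but Bmp4 was the only one that passed (3 adjusted over the list alone, 5 with the block; median -0.61, camera adjusted p = 5.32e-12; adjusted p = 0.0466 with an estimated correlation).

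Hox genes also moved in E+F− cells. Of 29 Hox genes, 4 fell and none rose (6 adjusted over the list alone, 6 with the block), with a median of -1.10 (camera adjusted p = 5.32e-12; adjusted p = 0.294 with an estimated correlation, 0.0493 with the block). Hoxa2, 1 of the 4, fell by 3.83 on the log2 scale (edgeR adjusted p = 0.0118), a call lost without E+F− DMSO Set 1 (adjusted p = 0.061) and without E+F− IWR-1 Set 1 (0.0696) or Set 2 (0.0605). Msgn1 stood at 8.96 TPM against 177 TPM (-4.20, edgeR adjusted p = 0.047), a call lost without E+F− DMSO Set 1 (adjusted p = 0.144) or Set 3 (0.113) and without E+F− IWR-1 Set 1 (0.203), Set 2 (0.155) or Set 3 (0.0595). Lmo2 was the haematopoietic transcription factor that passed, at 8.52 TPM against 25.3 TPM (-1.45 ± 0.30, edgeR adjusted p = 0.047). Its call was lost without any 1 of the 6 E+F− libraries (adjusted p = 0.175, 0.114 and 0.0991 without DMSO Sets 1, 2 and 3, and 0.222, 0.103 and 0.0988 without IWR-1 Sets 1, 2 and 3). With the preset correlation alone, hypoxia and endothelial genes were higher as sets. Hypoxia genes were positive in 14 of 14 cases, none past the threshold and 2 higher adjusted over the list alone (median 0.85). Their camera adjusted p was 3.31e-08, and 0.294 with an estimated correlation. Endothelial genes were positive in 26 of 26 cases, 1 higher, also adjusted over the list alone (median 0.79). Their camera adjusted p was 6.05e-06, and 0.356 with an estimated correlation. No pluripotency (15 of 18 positive, median 0.60, camera adjusted p = 0.0011; adjusted p = 0.52 with an estimated correlation) or endoderm gene (12 of 14 positive, camera adjusted p = 0.0011; adjusted p = 0.356 with an estimated correlation) passed, also adjusted over the list alone.

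Of the cardiac genes in E+F− cells none passed by edgeR with all libraries and without a block. Of 15 cardiac transcription factors, 3 were higher and 2 lower when adjusted over the list alone (camera adjusted p = 0.0942). Of 15 contractile and hormone genes 1 was higher in that way (camera adjusted p = 0.999). Myl7, an atrial myosin light chain, was at 102 ± 72.4 TPM with IWR-1 and 18.4 ± 6.12 TPM with DMSO (2.58 ± 0.60, edgeR adjusted p = 0.0813; 0.000992 with the Sets as a block, 0.000575 to 0.352 over its alternatives). Mef2c differed by 1.72 on the log2 scale (edgeR adjusted p = 0.0851; 0.0178 with the block, 0.00625 to 0.301 over its alternatives). Tbx5 was at 1.71 ± 0.77 TPM against 0.18 ± 0.02 TPM (3.31 ± 1.12, edgeR adjusted p = 0.34, with 0.0333 from the block, 0.000702 to 0.823 over its alternatives). Without a block, Myl7 and Tbx5 passed without all Set 3 libraries (adjusted p = 0.00377 and 0.0117), Myl7 also without E+F− IWR-1 Set 3 (0.0115), and Mef2c without E+F− IWR-1 Set 3 (0.0473). Isl1 was at 5.22 ± 1.85 TPM against 12.8 ± 4.38 TPM (-1.21, edgeR adjusted p = 0.299, with 0.00312 from a block for each population and Set, 0.00312 to 0.93 over its alternatives). Jdp2 was at 7.22 ± 4.55 TPM against 9.67 ± 3.33 TPM (-0.31 ± 0.52, edgeR adjusted p = 0.942), and Epas1 differed by -1.25 (edgeR adjusted p = 0.714). The sign of Jdp2 turned without E+F− DMSO Set 2 (0.015). In E+F− cells 72 genes differed (0.521%), 18 higher and 54 lower, and 206 with the block. The fit without a block ignores the pairing of the Sets found for this comparison, which can make it too cautious. With a block for each population and Set 896 genes differed and the balance turned, to 479 higher and 417 lower. The count was 26 without E+F− DMSO Set 1, 41 without E+F− DMSO Set 2, 26 without E+F− IWR-1 Set 1 and 33 without E+F− IWR-1 Set 2. By the DESeq2 Wald test 216 genes differed, with 46.8% of them higher against 25% by edgeR.

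In unsorted cells, few genes passed with IWR-1 by edgeR without a block. That fit ignores the pairing of the Sets found for this comparison, which can make it too cautious. Notum (chromosome 11, 120653788 to 120661175, minus strand), a secreted enzyme that inactivates Wnt proteins and is induced by them, fell from 10.6 ± 1.76 to 1.73 ± 0.94 TPM (-2.62 ± 0.38, edgeR adjusted p = 0.0166). Dusp9, a phosphatase of the MAP kinase pathway, fell from 202 to 60.1 TPM (edgeR adjusted p = 0.0166), and Bmp4 from 146 ± 15.2 to 55.4 ± 17.1 TPM (-1.39 ± 0.24, edgeR adjusted p = 0.0422). Mvk (chromosome 5, 114444269 to 114460591, plus strand), a kinase of the mevalonate pathway, fell from 98.6 ± 21.3 to 45.9 ± 2.06 TPM (-1.12 ± 0.16, edgeR adjusted p = 0.0166). Mvd, a later enzyme of the pathway, fell from 148 to 61.5 TPM (-1.29, edgeR adjusted p = 0.0345). In all, 13 genes differed (0.094%), 1 higher and 12 lower. The higher gene was Rasgrp2, an activator of Rap proteins (10.4 TPM against 2.99 TPM, 1.78, edgeR adjusted p = 0.0345). Its call held only where unsorted IWR-1 Set 3 was the library left out (adjusted p = 0.075, 0.164 and 0.0508 without DMSO Sets 1, 2 and 3, and 0.186 and 0.0553 without IWR-1 Sets 1 and 2). With a block for each population and Set 1070 genes differed, 557 higher and 513 lower. The count rose to 120 with the Sets as a block and to 156 by the DESeq2 Wald test, with 36.5% of the latter higher against 7.69% by edgeR. No gene passed without unsorted DMSO Set 2 or without unsorted IWR-1 Set 1, when Notum had adjusted p-values of 0.0687 and 0.107 and Mvk the same, whereas 51 genes passed without unsorted DMSO Set 3 and 31 without unsorted IWR-1 Set 3. The call of Bmp4 was lost without those 2 libraries (adjusted p = 0.164 and 0.2), without unsorted DMSO Set 1 (0.0921) and without unsorted IWR-1 Set 3 (0.0738), and that of Mvd likewise (0.164, 0.154, 0.0921 and 0.061). Dusp9 passed without any library but those 2 (0.117 and 0.107).

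Notum was the only Wnt gene of 19 that passed in unsorted cells (10 adjusted over the list alone, 8 with the block), and 17 had a negative value (median -0.78, camera adjusted p = 9.74e-19; adjusted p = 0.00207 with an estimated correlation). Tnfrsf19 (-1.59, edgeR adjusted p = 0.0735) and Cdx1 (-4.50, edgeR adjusted p = 0.059) passed with the block (0.0181 and 0.0173), and ranged from 0.000327 to 0.622 and from 0.00169 to 0.583 over their alternatives. Endothelial genes had positive values in 25 of 26 cases (none past the threshold, 1 higher adjusted over the list alone, median 0.81, camera adjusted p = 2.31e-08; adjusted p = 0.421 with an estimated correlation). Hox genes had a median of -0.63 (none past the threshold, 2 lower adjusted over the list alone, camera adjusted p = 3.1e-05; adjusted p = 0.588 with an estimated correlation). Mef2c (2.23, edgeR adjusted p = 0.0541) and Myl7 (2.36, edgeR adjusted p = 0.181) did not pass, and did with the block (0.0118 and 0.00476), with ranges of 0.000153 to 0.583 and 0.000933 to 0.613. Epas1 (-1.78 ± 0.60, edgeR adjusted p = 0.375) passed with the block (0.0204, range 0.00298 to 1), and Jdp2 (-0.46, edgeR adjusted p = 0.872) did not.

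In E+F+ cells no gene passed at the adjusted threshold with edgeR. An unadjusted p under 0.05 was found for 695 of 13826 genes, about as many as chance gives where a test is exact. This fit ignores the pairing of the Sets found for this comparison, which can make it too cautious. The number therefore does not show that IWR-1 had no effect in E+F+ cells. DESeq2's Wald test called 30, limma on log2(TPM + 1) called 1, and edgeR with the Sets as a block called 9. With a block for each population and Set it called 285, 110 higher and 175 lower, and 65, 3 and 116 when Set 1, 2 or 3 was left out. The smallest adjusted p was that of Notum, at 0.86 ± 0.36 TPM with IWR-1 and 4.49 ± 1.09 TPM with DMSO (-2.4 ± 0.39, edgeR adjusted p = 0.0917; 0.0273 with the block, 5.98e-06 to 0.598 over its alternatives). Actc1, cardiac α-actin, was at 5.52 ± 1.09 TPM against 1.10 ± 0.32 TPM (2.30 ± 0.43, edgeR adjusted p = 0.156; 0.0333 with the block, 0.000455 to 0.928 over its alternatives). The other genes that passed with the block were all lower: Dusp9, Nuak1, Adamts17, Tnfrsf21, Vnn1, Emid1 and Pmp22. Without E+F+ DMSO Set 3, 1 gene passed without the block.

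The gene lists that passed in E+F+ cells with the preset and with an estimated correlation were those of Wnt targets and of contractile and hormone genes of the heart. Of 19 Wnt genes, none passed over all genes, 6 were lower when adjusted over the list alone, and 15 had negative values (camera adjusted p = 3.98e-12; adjusted p = 0.0116 with an estimated correlation). Of 15 cardiac contractile and hormone genes, none passed over all genes, 4 were higher when adjusted over the list alone, and 11 had positive values (median 0.97, camera adjusted p = 1.9e-07; adjusted p = 0.0151 with an estimated correlation). Endothelial genes lay higher with the preset correlation alone (25 of 26 positive, median 0.87, camera adjusted p = 1.34e-08; adjusted p = 0.34 with an estimated correlation). So did erythroid genes (24 of 26 positive, median 0.78, camera adjusted p = 0.000972; adjusted p = 0.833 with an estimated correlation). Neither list had a gene past the threshold, also adjusted over the list alone, and Hba-x in Set 3 was at 2442 TPM with IWR-1 and 1091 TPM with DMSO. Jdp2 was at 26.3 ± 2.35 TPM with IWR-1 and 53.8 ± 7.01 TPM with DMSO, and the values of the 2 groups did not overlap, as chance alone gives for 10% of genes. It did not pass (-1.04 ± 0.50, edgeR adjusted p = 0.986). The edgeR adjusted p was 0.417 with the Sets as a block, which assumes the same Set shift in all populations. It was 0.0119 with a block for each population and Set, which pairs IWR-1 with DMSO within E+F+ cells and was added after the data had been seen. Over its 17 alternatives the adjusted p of Jdp2 ranged from 0.0119 to 1, and it passed in 2. Epas1 was at 9.07 ± 4.74 TPM against 18.7 ± 2.11 TPM (-1.07 ± 0.58, edgeR adjusted p = 0.986, with 0.0424 from a block for each population and Set, and 0.0424 to 1 over its alternatives). The study chose Jdp2 and Epas1 from this comparison with EBSeq and its own thresholds. It reported from qPCR that IWR-1 lowered both genes in E+F+ cells. Kdr was at 22.6 ± 3.22 TPM against 11 ± 2.94 TPM (1.03 ± 0.58, edgeR adjusted p = 0.992). Bmp4 was at 84.7 ± 15.2 TPM against 144 ± 26.6 TPM (-0.78 ± 0.24, edgeR adjusted p = 0.739, with 0.0241 from that block, and 0.0241 to 1 over its alternatives). Gata1 was at 64.3 ± 33.0 TPM against 55.9 ± 32.4 TPM (0.17 ± 0.76, edgeR adjusted p = 0.997), and its sign turned without E+F+ DMSO Set 1 (-0.02) or Set 2 (-0.11) and without E+F+ IWR-1 Set 3 (-0.33). In a simulation of this comparison with 100 genes changed 2-fold and 100 changed 4-fold among 13826, edgeR without a block recovered 64% and 89% of them where no Set effect was simulated. With Set effects as fitted it recovered 71% and 94%, and 93% and 100% with a block for each population and Set. These counts were drawn from the fit with that block, so its gain was built in. Of its 220 calls 15 were false, against 0 of 167 without a block. Where no Set effect was simulated, the spread came from the fit without a block and already held differences between Sets. The 2 simulations are therefore not directly comparable. The changed genes were drawn from outside the lists and above a minimum level. The Wnt list genes were lowered 2-fold too but are not in these shares, which therefore do not give the power for Wnt genes.

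**Figure D3:**
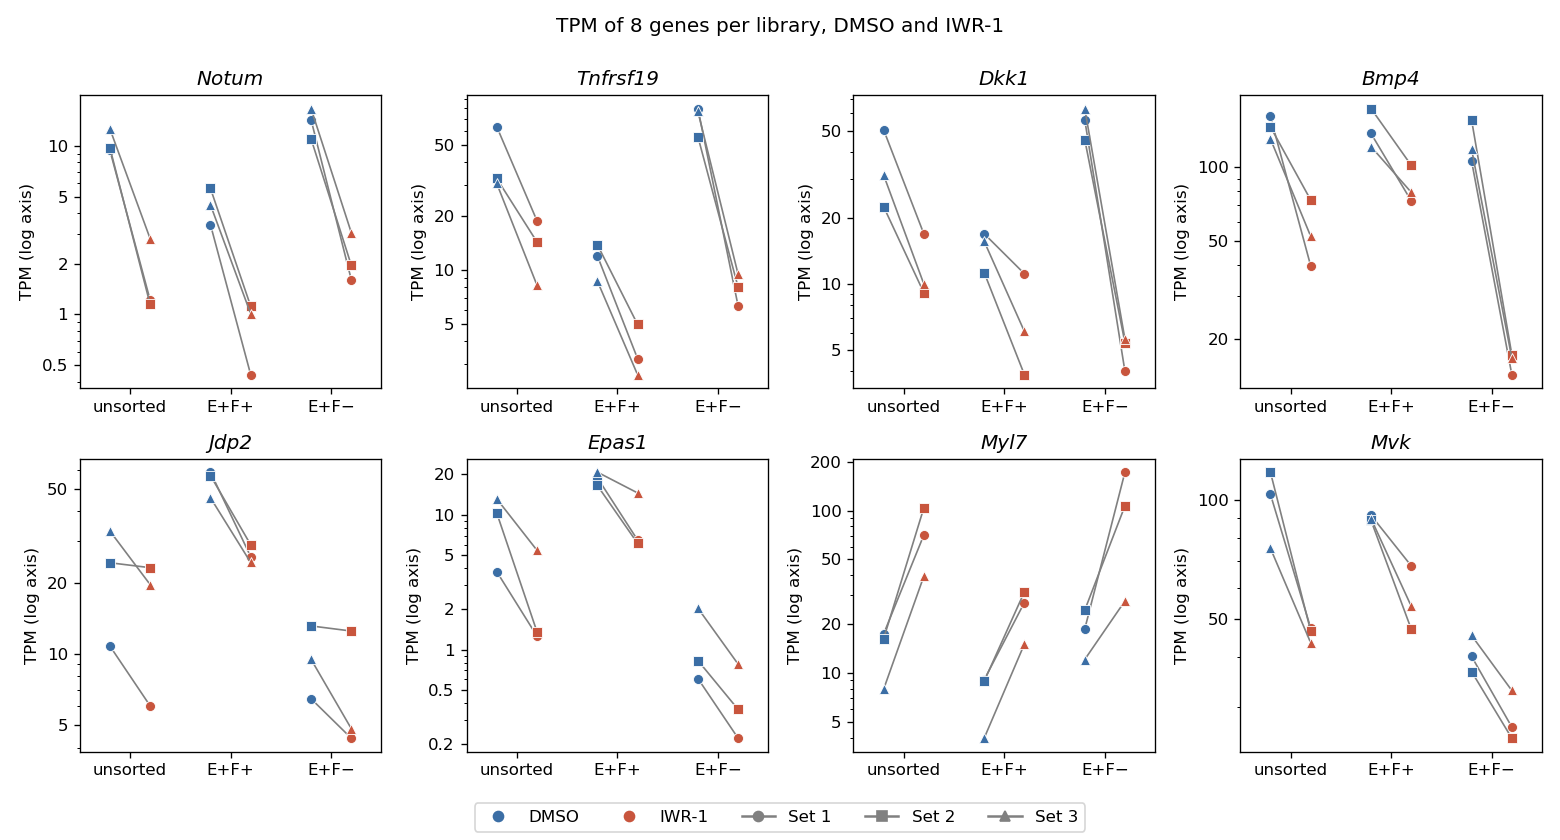
TPM of 8 genes with DMSO and with IWR-1 in each population on a log axis, with lines that join the libraries of the same Set. Notum, Tnfrsf19, Dkk1 and Bmp4 were lower with IWR-1 in E+F− cells, where Bmp4 fell from 127 to 16.2 TPM, and Jdp2 was at 26.3 TPM with IWR-1 against 53.8 TPM with DMSO in E+F+ cells.

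Whether IWR-1 acted differently in the populations was tested as the difference of its effects. Between E+F+ and E+F− cells 4 genes passed by edgeR, 3 with a higher and 1 with a lower value in E+F+. Bmp4 was among them (difference of effects 2.10 ± 0.34, edgeR adjusted p = 0.0492). Its call was lost when any 1 of the 12 libraries was left out, with adjusted p-values from 0.0669 without E+F− DMSO Set 3 to 0.238 without E+F+ DMSO Set 3. Jdp2 did not pass (-0.73 ± 0.72, edgeR adjusted p = 1, with the sign turned to 0.011 without E+F− IWR-1 Set 2), nor did Isl1 (2.13 ± 0.60, edgeR adjusted p = 0.702, with 0.0243 from a block for each population and Set, and 0.0243 to 1 over its alternatives). Between E+F+ and unsorted cells, and between E+F− and unsorted cells, no gene passed by edgeR without a block. There 155 and 324 genes had an unadjusted p under 0.05, fewer than chance alone gives, and DESeq2's Wald test called none in the first and 7 in the second. With a block for each population and Set, edgeR called 113 genes between E+F+ and E+F− cells, 0 between E+F+ and unsorted cells and 21 between E+F− and unsorted cells. Across the 13826 genes, which are not independent replicates, the log2 effects of IWR-1 correlated between E+F− and unsorted cells with Pearson's r = 0.549 (Spearman's rho = 0.483). The values were r = 0.419 (rho = 0.476) between E+F+ and unsorted cells and r = 0.215 (rho = 0.249) between E+F+ and E+F− cells. Without E+F− IWR-1 Set 3 the first was 0.363 and the last 0.0992. Of the genes called in E+F− and in unsorted cells, 7 were lower in both and 1 was higher in both, where independent lists would share 0.0469 and 0.0013.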

Values the study reported

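The study reported about 475 M sequenced reads in its 18 samples, from 23 to 30 M a sample. About 2.5 M of them were discarded because of low quality or adaptor sequence. It gave mapping rates to the transcriptome of 88 to 93%. Its criteria for differential expression were an EBSeq posterior probability of 0.50 or more, a median-normalised TPM over 16 in some sample, and a mean fold change no smaller than 2.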

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

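The tests of the lower Kdr in E+F+ cells, of the 32 splits, of a purer Set 3 E+F+ fraction and of the fewer IWR-1 calls in E+F+ cells were chosen after those results had been seen, as were the alternatives without Set 3 and with a block for each population and Set, whereas the tests of carried-over cells and of a later stage in Set 3 were written before their values were seen.

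The difference between the IWR-1 effect in E+F+ and in E+F− cells passed for 4 genes, each with an edgeR adjusted p of 0.0492 and with 12 libraries in the test. Bmp4 had a difference of 2.10 ± 0.34 on the log2 scale, with 144 and 84.7 TPM (DMSO, IWR-1) in E+F+ and 127 and 16.2 TPM in E+F− cells. Kitl, which encodes the ligand of the Kit receptor of blood and germ cell progenitors, had a difference of 2.73 ± 0.42, with 1.86 and 2.38 TPM in E+F+ and 6.80 and 1.23 TPM in E+F− cells. Fbxl14, which encodes an F-box protein, had 1.53 ± 0.24, with 31.9 and 34.0 TPM against 122 and 41.7 TPM. Cobll1 had -2.14 ± 0.34, with 34.7 and 18 TPM against 2.4 and 4.99 TPM. With the Sets as a block all 4 passed (adjusted p = 0.000586 for Bmp4, 0.0159 for Kitl, 0.039 for Fbxl14 and 0.0272 for Cobll1). Without single libraries the calls of Bmp4 and Fbxl14 were lost in all 12 cases (adjusted p = 0.0669 to 0.238 and 0.0779 to 0.234), and those of Kitl and Cobll1 in 11, all but E+F− DMSO Set 3 (0.0926 to 0.234 for both). As many genes came from 3 of the 32 splits that part the Sets as the real one does (highest other 44), so chance is not excluded.

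As sets, 6 gene lists differed in their IWR-1 effect between E+F+ and E+F− cells with the preset correlation: BMP and Smad1 target genes (camera adjusted p = 1.35e-11), hypoxia response genes (1.94e-07), canonical Wnt genes (3.49e-06), cardiac contractile and hormone genes (7.47e-05), Hox genes (0.00114) and pluripotency genes (0.0277). With an estimated correlation the adjusted p was 0.0539 for the BMP, Wnt and cardiac lists, 0.407 for hypoxia and 0.787 for the other lists, and with the Sets as a block it was 0.0305 for the BMP list. Between E+F+ and unsorted cells the effect differed for BMP and Smad1 target genes (camera adjusted p = 0.000111; adjusted p = 0.5 with an estimated correlation), cardiac contractile and hormone genes (0.0101; 0.5) and erythroid genes (0.0101; 0.944). Between E+F− and unsorted cells it differed for hypoxia response genes (camera adjusted p = 1.71e-10; adjusted p = 0.39 with an estimated correlation), canonical Wnt genes (8.77e-05; 0.283), BMP and Smad1 target genes (0.000164; 0.438), and haematopoietic transcription factors, endoderm genes and Hox genes (0.0476 and 0.808 each).

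Kdr was lower in E+F+ than in E+F− cells, although E+F+ cells had been sorted for its product. Scaling of the libraries does not account for it, since over 3 other scales the difference nearest 0 was -1.86. An exchange of E+F+ and E+F− labels is argued against by genes other than Kdr. The 17 haematopoietic transcription factors, expected in the fraction described as blood-forming, had a lower quartile above 0 in E+F+ over E+F− libraries in 6 of 6 pairs of the same Set and treatment. Etv2, which acts before and together with Kdr in mesoderm, was lower by -4.21, which is consistent with E+F− cells standing at an earlier stage of mesoderm when RNA was taken. This stays a hypothesis, because stage was not measured on its own and RNA was taken after 24 h of reaggregation.

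The Set 3 libraries held more globin transcripts than Sets 1 and 2 in all 3 populations. Whether the Set 3 E+F+ fraction was purer cannot be told apart from other sources for the E+F+ libraries. Under DMSO 5 globins rose there by 3.22 (Hba-a2) to 8.09 times (Hba-x), and 22 other genes of E+F+ cells by a median of 2.2 times (quartiles 1.91 and 2.65), so the lowest globin lay above their upper quartile but under 2 times that. Under IWR-1 the globins rose by 5.58 (Hba-a1) to 13.4 times (Hba-x), and the other genes by a median of 2.38 (quartiles 2.07 and 3.07), with the lowest globin again under 2 times the upper quartile. The unsorted libraries had been through no sort. For the globins found in Set 3 E+F− cells, E+F+ cells carried over in the sort may be a source. Under DMSO, 22 other E+F+ genes implied a share of E+F+ RNA of 2.43%, against 3.48% implied by the globins. The median ratio was 0.698 (quartiles 0.494 and 1.31), and 0.674 under IWR-1 (quartiles 0.421 and 1.03). The 22 genes had been chosen for a log2 difference of at least 3, E+F+ over E+F− under DMSO. Set 3 was part of that choice, which limits the share these genes can imply. A later stage of Set 3 could also raise both groups of genes, so the ratio does not single out carried-over cells. A later stage of Set 3 remains open, with primitive streak genes at a median log2 difference of -0.483 in unsorted cells under DMSO (14 of 15 lower) and of -1.78 under IWR-1 (14 of 15 lower), values from a single Set. Leaving out Set 3 altered the count of IWR-1 calls to 118 in E+F− and 85 in unsorted cells.

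IWR-1 gave fewer calls in E+F+ than in E+F− cells, 0 against 72, although the difference of effects itself passed for 4 genes alone. Lower depth does not account for it, since the E+F+ libraries had 1.06 times the mean total of the E+F− libraries. A larger spread between Sets in E+F+ cells is argued against as the whole cause, because the ratio of the counts was still 0.318 (285 against 896) with a block for each population and Set, and 0.163, 0.00584 and 0.213 when Set 1, 2 or 3 was left out (65 against 399, 3 against 514 and 116 against 545). With only the groups compared, so that each comparison had its own estimate of the spread, the counts were 19 and 31 (ratio 0.613). The estimate shared by all groups therefore remains open as a part of the gap. Wnt targets that are already low in E+F+ cells may leave less for IWR-1 to lower: 13 of 19 Wnt genes had a lower mean under DMSO in E+F+ than under IWR-1 in E+F− cells. Under DMSO, 17 of the 19 had a lower mean in E+F+ than in E+F− cells. Of the 7 Wnt genes that IWR-1 lowered in E+F− cells, however, only Axin2 and Cdx1 are among the 13. Dkk1, Tnfrsf19, Lgr5, Notum and Nkd1 had a higher mean in E+F+ cells under DMSO than in E+F− cells under IWR-1. These genes were thus not yet as low as IWR-1 made them in E+F− cells. All but Lgr5 were nonetheless lower in E+F+ than in E+F− cells under DMSO, for example Dkk1 (14.65 against 54.99 TPM). The question stays open, since low genes also carry less power.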

How the results depend on the processing

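The alternatives with a block for each population and Set and without the Set 3 libraries were chosen after the data had been seen, and the others before. Of 3219 values of 195 single-gene results under alternatives, 2813 kept their direction and their side of the threshold, 295 lost the call, 104 gained one and 7 changed sign. All 7 came from leaving out a library. Eng in E+F+ against E+F− under DMSO ranged from -0.16 (without E+F− DMSO Set 1) to 0.41, and was -0.11 without E+F+ DMSO Set 3. Gata1 with IWR-1 in E+F+ ranged from -0.33 (without IWR-1 Set 3) to 0.77, and was -0.025 and -0.11 without DMSO Sets 1 and 2. Jdp2 ranged from -1.06 to 0.015 (without DMSO Set 2) with IWR-1 in E+F−, and from -1.05 to 0.011 (without E+F− IWR-1 Set 2) in the difference of effects. The cause of the changes given here was not tested, except where fewer genes or libraries enter by construction. On log2(TPM + 1) the median of all genes moved by -0.111 in E+F+ against E+F− under DMSO and by 0.104 in the difference of effects between them, and changes there are relative to those shifts. Depth may limit the lowest genes, such as those listed at 0, which was not tested.

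With a fold change of at least 2 the counts of called genes fell to 2038 (E+F+ against E+F−, DMSO), 1895 (the same, IWR-1), 749 (E+F+ against unsorted) and 576 (E+F− against unsorted), and with the study's filter to 744, 646, 265 and 275, and to 31 and 7 for IWR-1 in E+F− and unsorted cells. With limma, E+F+ against unsorted gave 896 on log2(TPM + 1) and 753 without a filter. For IWR-1, log2(TPM + 1) gave 1 in E+F+ and 29 in unsorted cells, log2(TPM + 0.1) gave 30 in unsorted cells, and log2(TPM + 1) without a filter gave 4, 146 and 20 in E+F+, E+F− and unsorted cells. The differences of effects gave 19 and 3 on log2(TPM + 1) (E+F+ minus E+F−, E+F− minus unsorted), and 37, 1 and 9 without a filter (E+F+ minus E+F−, E+F+ minus unsorted, E+F− minus unsorted). The DESeq2 Wald test gave 30, 216 and 156 for IWR-1 in E+F+, E+F− and unsorted cells and 24 and 7 for the first and last difference of effects. DESeq2 size factors gave 0 for E+F+ minus E+F−. With only the groups compared, the counts were 630 (E+F− against unsorted) and 19, 31 and 1 for IWR-1. Without Set 3 they were 2, 118 and 85 for IWR-1, and 0 for E+F+ minus E+F−.

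With the Sets as a replicate block the counts were 2806 (E+F+ against unsorted), 2829 (E+F− against unsorted), and 9, 206 and 120 for IWR-1. With a block for each population and Set they were 285, 896 and 1070 for IWR-1, and 113 and 21 for E+F+ minus E+F− and E+F− minus unsorted. The criterion for pairing was not met in E+F+ against E+F− under DMSO (correlations of 0.0977, 0.235 and 0.221 for Sets 1, 2 and 3, and 4967 genes with the block). Nor was it met in E+F− against unsorted (-0.00822, 0.289 and 0.44). In both Set 1 alone fell short, narrowly so in the first, and pairing of these libraries is not excluded. The replicate block ended 2 calls in the first and 3 in E+F+ against E+F− under IWR-1, and changed no other call than by adding to it.

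Leaving out a library gave 2021 to 2881 genes in E+F+ against E+F− under IWR-1 (2021 without E+F+ IWR-1 Set 3), 408 to 1194 in E+F+ against unsorted (lowest without unsorted DMSO Set 1), 404 to 1201 in E+F− against unsorted (lowest without unsorted DMSO Set 2), 0 to 1 for IWR-1 in E+F+ (1 without DMSO Set 3), 26 to 83 in E+F− (26 without DMSO Set 1 or IWR-1 Set 1), 0 to 51 in unsorted cells (0 without DMSO Set 2 or IWR-1 Set 1, 51 without DMSO Set 3), 0 to 2 for E+F+ minus E+F− (2 without E+F− DMSO Set 3) and 0 to 1 for E+F− minus unsorted (1 without unsorted DMSO Set 1 or E+F− DMSO Set 3).

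Of 20 gene lists, an estimated correlation left 1, 0, 1 and 0 past the threshold in the 4 comparisons of populations in the order above (10, 12, 11 and 7 with the preset correlation), 2, 2 and 1 for IWR-1 in E+F+, E+F− and unsorted cells (8, 7 and 9), and 0 for E+F+ minus E+F− (6). The directional fry test called 3 in E+F− against unsorted, 2 in each IWR-1 comparison and 0 in the difference of effects. Its mixed form called 19 in E+F+ against E+F− under DMSO, 15 in E+F− against unsorted, 2 and 1 for IWR-1 in E+F+ and unsorted cells and 2 in the difference. Without Set 3, 11 lists passed for IWR-1 in E+F−. Without a library, 7 to 12 passed in E+F− against unsorted (12 without E+F− DMSO Set 3, 11 without unsorted DMSO Set 1 or 2) and 5 to 10 for IWR-1 in E+F+ (5 without DMSO Set 2). The correlation of IWR-1 effects over genes of at least 10 CPM was 0.317 (E+F+ and E+F−) and 0.613 (E+F+ and unsorted). Without a library it was 0.0992 to 0.212 for E+F+ and E+F− (lowest without E+F− IWR-1 Set 3), 0.292 to 0.384 for E+F+ and unsorted (lowest without unsorted IWR-1 Set 3) and 0.363 to 0.553 for E+F− and unsorted (lowest without E+F− IWR-1 Set 3).

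As a check against chance, the 6 libraries of each comparison were split into 3 and 3 in all 10 ways, which cannot give a share under 0.1. As many genes as in the real split were found in 1 of 10 splits for each of the 4 comparisons of populations (3681, 3111, 1459 and 1311 genes, highest other split 0), in 10 of 10 for IWR-1 in E+F+ (0, highest other 0), in 1 of 10 in E+F− (72, highest other 2) and in 2 of 10 in unsorted cells (13, highest other 152). A real count of 0 is reached by every split, so the value for E+F+ says nothing about chance. In the comparisons of populations a mixed split puts unlike libraries in one group and widens the spread, so their 0 adds little. The split of unsorted libraries with 152 genes sets both Set 1 libraries against both Set 3 libraries, so it follows the Sets. With the replicate block the real split of unsorted libraries gave 120. In the 4 splits that part as many pairs as the real one, the others gave 0 genes without the block, and with it 0 apart from 1 gene in E+F− against unsorted. For differences of effects, 100 splits were drawn. In 4 of them, the real one included, E+F+ minus E+F− had as many genes as the real 4 (highest other 44), but these splits ignore the Sets. Of the 32 splits that part the Sets in both populations, tried after the data had been seen, 3 gave as many (highest other 44), and 2 of 32 with a block for each population and Set (113 genes, highest other 1068). Chance is therefore not excluded for the 4 genes. The highest of these exchanges the treatments in every E+F− pair, and so measures the sum of the effects. The real 0 was reached in 100 of 100 for E+F+ minus unsorted (highest other 1) and for E+F− minus unsorted (highest other 1478), which any set of splits would give. The split with 1478 sets both Set 3 libraries against both Set 2 libraries in each population, so it follows the Sets, which points to a structure of the samples.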

Other observations

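The sterol tests below were written after Mvk, Mvd, Nsdhl, Sqle, Lss, Cyp51 and Hsd17b7 had been seen to be lower with IWR-1 in unsorted cells, and before the values of the 16 members not seen were looked at.

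Several genes of the mevalonate and cholesterol pathway were lower with IWR-1 in unsorted cells. Beside Mvk and Mvd, Nsdhl, which removes methyl groups from sterol intermediates, was lower by -0.92 (edgeR adjusted p = 0.0473), a call lost without unsorted DMSO Set 1 (0.0921) or Set 2 (0.205) and without unsorted IWR-1 Set 1 (0.256) or Set 3 (0.0767). Of the 16 other genes of sterol synthesis and uptake, not seen beforehand, none passed in unsorted cells without a block, 8 were lower with the Sets as a block and 15 with a block for each population and Set. In E+F+ cells all 16 had negative values (median -0.38), and in E+F− cells 14 of 16 (median -0.14).

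A hypothesis from these values is that genes of sterol synthesis are lower as a set with IWR-1 in unsorted cells. Over the 16 members not seen before, 15 were lower in unsorted cells (median -0.76), and camera with an estimated correlation and a block for each population and Set gave p = 0.00446, which is consistent with it. These members were measured in the same libraries in which the other sterol genes had been seen lower. The test is therefore not independent of that observation. The same camera test gave 0.0174 in E+F+ and 0.427 in E+F− cells, and whether the populations differ in this was not tested. A common regulator of these genes may lie behind it, but no table here separates an effect of IWR-1 on Wnt signalling from another action of the compound.

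A few further lists passed with the preset correlation alone. In E+F+ cells immediate early and stress genes had positive values in 14 of 16 cases (camera adjusted p = 0.000296; adjusted p = 0.34 with an estimated correlation), with no gene past the threshold, and 2 higher adjusted over the list alone with the Sets as a block. In unsorted cells, all 4 neuroectoderm genes tested had positive values (median 1.36, camera adjusted p = 0.0192; adjusted p = 0.143 with an estimated correlation), and pluripotency genes in 15 of 18 (camera adjusted p = 0.0478; adjusted p = 0.7 with an estimated correlation).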
